A study of Mus musculus with 6 samples. Its data were reported in "Loss of Uhrf1 in neural stem cells leads to activation of retroviral elements and delayed neurodegeneration" (2016).

How the data were processed

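RNA from the full cortex of P5 mice was sequenced by the authors in 3 control (Uhrf1 +/-) and 3 cKO (Uhrf1 -/-) libraries, after depletion of ribosomal RNA and with a directional library kit, as read pairs. The authors aligned the reads to the mouse genome build mm10 with TopHat2, kept proper pairs and removed multi-mapped, duplicate and low-quality reads. They then computed FPKM (fragments scaled to transcript length and to the number of mapped fragments) with Cuffdiff and cummeRbund, and these deposited values, on a linear scale, were the starting point here. Versions of these tools, the gene annotation and whether the counting used the strand are not stated. Repeat elements were not analysed here.

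The table holds 23997 genes in 6 libraries. Ratios of low values showed no counting step, as at most 3.72% of low genes shared a ratio, so the depth is unknown and no counting error was computed. Gene positions are from RefSeq on GRCm38.p6, the same assembly as mm10.

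Values were used as log2(FPKM + 0.1). Genes with at least 0.5 FPKM in at least 3 libraries were tested, 13704 in all. The genotypes were compared with limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes with an intensity trend, a test on both sides), and p was adjusted over all genes tested by the Benjamini-Hochberg method, with a threshold of 0.05. Counts were also split at an absolute log2 fold change of 1. The study's thresholds, p below 0.05 and a fold above 2, were applied to a fit of all genes above 0 in any library, and higher genes with a mean below 0.1 FPKM in control and above it in cKO were counted as derepressed. Uhrf1 also had an exact permutation test.

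There were 30 gene lists, written before the data were examined, of which 28 had at least 5 measured members and were tested with limma's camera at a preset correlation of 0.01, adjusted over the lists. Camera with an estimated correlation and limma's fry were run beside it. The lists cover interferon response, antigen presentation, unfolded protein response, amino acid stress, p53 targets, germline genes, X-linked germline families, imprinted genes, DNA methylation machinery, oxidative phosphorylation, DNA repair, neuronal maturation, upper and deep layers, interneurons, progenitors, cell cycle, microglia, astrocytes, reactive astrocytes, oligodendrocytes, endothelium and pericytes, meninges, choroid plexus, erythroid cells, striatum, immediate early genes, cholesterol and fatty acid synthesis, sex-linked genes and mitochondrially encoded genes. Some genes are in more than 1 list. Several lists hold genes that the study's supplement gives as higher at P5 in both the Uhrf1 and the Dnmt1 cKO cortex. A rise of these members in these libraries was thus reported beforehand, so such lists are not independent evidence.

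Genes were named by a rule also set before the data were examined: Uhrf1, then the 12 with the greatest increase and the 12 with the greatest decrease among genes with an adjusted p below 0.05, groups that did not overlap and a mean of at least 1 FPKM in the higher group, and up to 4 members of each list with the smallest p. The sex-linked genes are given as values. Some genes that the rule names are not reported here. Rock1, Tdrd6, the protocadherin genes and the families counted beside them were chosen after their values were seen.

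Alternatives were pseudocounts of 0.01 and 1, no filter, a filter on a mean of at least 1 FPKM, quantile normalization, median-ratio size factors, rescaling to TPM, empirical Bayes without the trend or robust to outlying variances, sex read from Xist and Y-linked genes as a covariate, and leaving out each library in turn. Removal of genes listed at 0 in every library of a group and the level of meningeal markers as a covariate were added after the data were seen. The sex-linked genes were taken out of this comparison of settings after Uty, Ddx3y and Kdm5d had changed sign with the sex covariate, and the meningeal list is not given under its own covariate.

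The gene test was tested on simulated data with 13704 genes, of which 200 were changed. It called 67% of the changed genes at a fold of 2 and 95% at a fold of 4, and 2.41% of its calls were unchanged genes. Of simulated lists, 1 shifted list was called and 0 others. The simulated genes varied independently, so this does not test lists whose members are correlated. Figures were drawn with Python 3.11.15, matplotlib 3.10.9, numpy 2.4.6 and pandas 2.3.3.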

Results

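RNA was sequenced from the entire dissected cortex of C57BL/6 mice at postnatal day 5 (P5). Uhrf1 encodes a chromatin protein that brings the maintenance DNA methyltransferase Dnmt1 to newly replicated DNA. The gene had been deleted with Cre recombinase driven from the Emx1 locus, which is active in the progenitors of the dorsal telencephalon. There were 3 control libraries (genotype Uhrf1 +/-) and 3 conditional knockout (cKO) libraries (genotype Uhrf1 -/-), described in the study's methods as biological replicates. By the study's definition, controls also carried Emx1-Cre and were heterozygous for the floxed Uhrf1 allele. Each comparison is thus with a heterozygous deletion, not with wild type.

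Expression was given as FPKM for 23997 genes in each of the 6 libraries. The read depth behind these values is unknown, so neither counting intervals nor detection floors could be set. Summed FPKM reached 508544, 591885 and 624901 in control replicates 1 to 3 and 735662, 656049 and 713755 in cKO replicates 1 to 3. Small RNAs such as Snord22, Rpph1 and Rmrp took 29.4% of the total in control replicate 1 and up to 52.2% in cKO replicate 3. Between 16989 and 17488 genes had a value above 0 in a library. Across the 13704 genes tested, the correlation of log2 FPKM was 0.983 to 0.987 between control libraries, 0.977 to 0.983 between cKO libraries and 0.944 to 0.958 between a control and a cKO library. These correlations run across genes, which are not independent replicates. The first principal component held 62.1% of the variance and separated the genotypes.

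The deleted gene was examined first, as a check of the labels. Uhrf1 (chromosome 17, 56303337 to 56323486) was expressed at 1.70 ± 0.311 FPKM (SD, n = 3) in control and 0.960 ± 0.134 FPKM (n = 3) in cKO cortices. Each cKO library (0.808 to 1.06 FPKM) lay below each control library (1.34 to 1.90 FPKM). The log2 fold change was -0.76 (SE 0.20) and did not pass the test across all genes (limma, adjusted p = 0.0578). A 2-sided exact permutation test gave p = 0.1, the smallest value that 3 libraries against 3 allow. The value covers the whole gene, including exons outside the deleted part, and cells outside the Emx1 lineage.

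The main question was which genes are expressed differently in the P5 cortex after loss of Uhrf1 in its progenitors. The cKO cortex gained transcripts that control cortex hardly contained, many of them germline genes of the X chromosome, while neurofilament genes were among those most reduced. Rhox5, a homeobox gene of the reproductive tissues, rose from 0.110 ± 0.0465 to 71.7 ± 12.3 FPKM (log2 fold change 8.43, SE 0.20). Nefl, the light neurofilament chain, fell from 111 ± 5.27 to 17.1 ± 2.94 FPKM (log2 fold change -2.71, SE 0.13). In all, 973 of 13704 genes changed, 617 higher and 356 lower in cKO (limma, adjusted p below 0.05). Among these, 328 were higher and 121 lower by at least 1 on the log2 scale. The groups did not overlap at any of the 973 changed genes, and at 24.8% of all genes tested, where chance gives 10%. A fold change here is a difference of log2(FPKM + 0.1) and understates the change of low genes. The counts depended on the scaling, on covariates and on single libraries. With FPKM rescaled to TPM, which moved the median of all genes by -0.29 on the log2 scale, 353 genes were higher and 1373 lower, so that 20.5% of changed genes were higher in place of 63.4%. This rescaling divides by summed FPKM, of which small RNAs took 29.4% to 52.2% in a library. With median-ratio size factors 631 genes were higher and 367 lower (63.2% higher), and after quantile normalization 557 and 436 (56.1% higher). Without cKO replicate 2, 381 genes were higher and 399 lower, so that 48.8% of changed genes were higher. The number of changed genes was 608 without control replicate 1 (432 higher, 176 lower), 614 without control replicate 2 (446 and 168) and 513 without control replicate 3 (361 and 152). It was 443 without cKO replicate 1 (250 and 193) and 460 without cKO replicate 3 (258 and 202). Without a cKO library, genes absent from the controls no longer reach the minimum in 3 libraries, which by itself lowers the counts of higher genes. At the study's thresholds, applied without that minimum, 617 to 651 genes were higher without a cKO library, against 616 with all libraries. With sex read from Xist and Y-linked genes as a covariate 442 genes were higher and 236 lower, and with the level of meningeal fibroblast markers as a covariate, chosen after the data were seen, 113 genes changed, 106 higher and 7 lower. Relative to the control mean, that level was -0.52 to 0.42 in control and 0.96 to 1.47 in cKO libraries on the log2 scale. A covariate that follows the genotype in this way would end many calls whatever their cause.

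**Figure D1:**
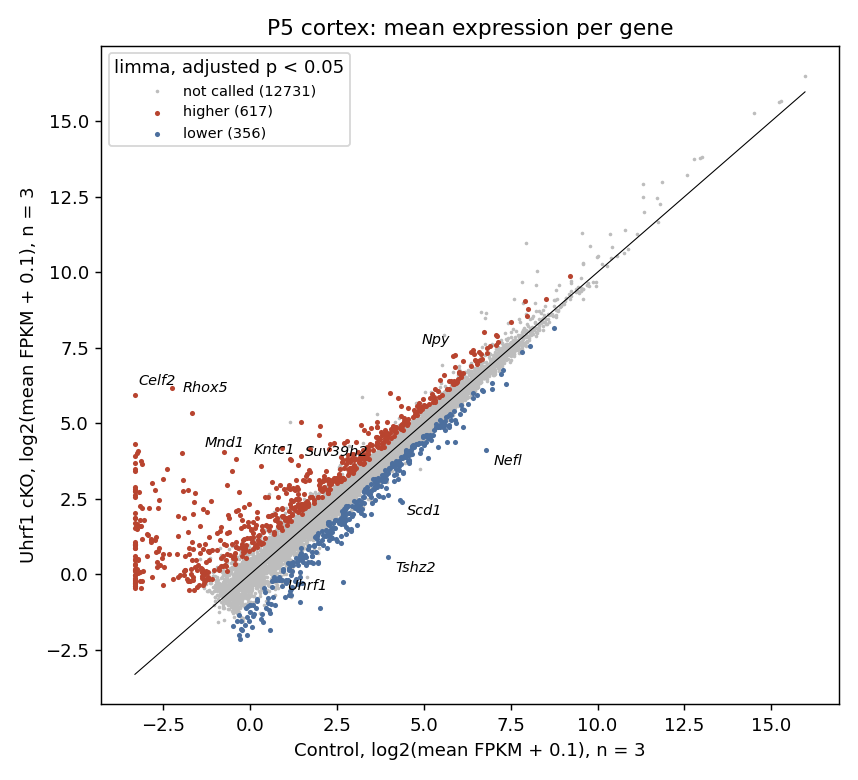
Mean expression of each tested gene in control (horizontal axis) and cKO cortex (vertical axis), as log2(mean FPKM + 0.1) of 3 libraries each. Red points are the 617 genes called higher, blue points the 356 called lower and grey points those not called, and the line marks equal expression.

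Beside Rhox5, the genes with the greatest increases were low or listed at 0 in every control library. 4930550L24Rik rose from 0.00702 ± 0.0122 to 17.0 ± 2.02 FPKM, the serpin gene Serpinb1c from 0.00494 ± 0.00856 to 16 ± 0.784 FPKM and the Schlafen gene Slfn4 from 0.0132 ± 0.00907 to 13.5 ± 1.54 FPKM. Rpl39l, a testis-expressed paralog of a ribosomal protein gene, rose from 0.210 ± 0.0687 to 40.2 ± 13 FPKM, and Nxf3, of the nuclear RNA export factor family, from 0.0152 ± 0.0133 to 12.5 ± 0.365 FPKM. Gm773 was listed at 0 in the 3 control libraries and at 18.6, 20.5 and 19.8 FPKM in cKO replicates 1 to 3. E330017A01Rik was listed at 0 in the controls and at 12.2, 12 and 13.8 FPKM in cKO. Tsga8, named for its testis expression, was listed at 0 in the controls and at 12.8, 9.39 and 10.8 FPKM in cKO. Celf2, Ss18 and Rock1 were also listed at 0 in every control library. Celf2, which encodes an RNA-binding protein abundant in neurons, was at 53.9, 57.1 and 70.8 FPKM in cKO, Ss18, a subunit of BAF chromatin remodelling complexes, at 9.90, 10.02 and 11.6 FPKM, and Rock1 at 7.19, 7.38 and 7.06 FPKM. A value of 0 can be a failed estimate, so no fold is given for these genes, and 46 of the changed genes were listed at 0 in all control libraries against 0 genes in all cKO libraries.

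Tshz2, which encodes a zinc finger homeobox transcription factor, showed the greatest decrease, from 15.5 ± 2.97 to 1.39 ± 1.04 FPKM (log2 fold change -3.59, SE 0.39). Fam163a fell from 3.89 ± 0.947 to 0.356 ± 0.148 FPKM, and Lefty2, an antagonist of Nodal signalling, from 6.31 ± 3.82 to 0.725 ± 0.259 FPKM. Nefm, the middle neurofilament chain encoded beside Nefl on chromosome 14, fell from 20.4 ± 2.30 to 5.10 ± 1.06 FPKM. Slc6a4, the serotonin transporter, fell from 1.39 ± 0.375 to 0.312 ± 0.0614 FPKM, and Slc10a4, a vesicular transporter of monoaminergic and cholinergic neurons, from 2.05 ± 0.238 to 0.524 ± 0.225 FPKM. The lower genes Tekt5, Nxnl2 and Fam229a had control means of 1.40, 2.58 and 1.18 FPKM and cKO means of 0.176, 0.426 and 0.232 FPKM. All of these genes had an adjusted p below 0.05 (limma), the highest being that of Fam229a (adjusted p = 0.0389). Its call ended with a pseudocount of 0.01 (adjusted p = 0.139), without the minimum (0.0746), without the trend (0.0554), with the sex covariate (0.0936) and without cKO replicate 3 (0.112).

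Genes normally restricted to germ cells were raised as a group. Of the 17 measured members of the X-linked germline gene families (Rhox, Xlr, Mage and others), 17 were higher in cKO, also when adjusted over the list alone, with a median log2 fold change of 4.27. The other 18 members in the table fell below the minimum, which genes silent in control pass only through their cKO values, so the share of members called is not read here. Without the minimum, 29 members had a value above 0 in a library, and 23 of these were higher, 0 lower and 6 not called, with a median of 2.74. Xlr3c was listed at 0 in the controls and at 16, 13.7 and 15.05 FPKM in cKO, and Tex13 rose from 0.00472 ± 0.00817 to 3.07 ± 0.241 FPKM. Of 26 measured germline genes outside these families, 14 were higher, 1 was lower and 11 were not called (15 higher and 1 lower adjusted over the list alone). Without the minimum, which the other 25 members in the table did not reach, 20 of 50 were higher, 1 lower and 29 not called, with a median of 0.61. Mnd1, a partner of meiotic recombinases, rose from 0.647 ± 0.160 to 14.0 ± 1.01 FPKM and Gpat2, a glycerol phosphate acyltransferase of spermatocytes, from 0.0631 ± 0.00504 to 5.43 ± 0.697 FPKM. Pet2 was listed at 0 in the controls and at 6.98, 6.16 and 7.77 FPKM in cKO, and Tuba3b at 0 and at 3.13 to 5.07 FPKM. The member called lower was Tdrd6 (-0.98), named after its value was seen. Both lists were higher in the set test (camera, adjusted p = 4.16e-35 and 5.99e-16, or 5.31e-37 and 1.19e-13 without the minimum) and also with an estimated correlation (adjusted p = 0.0118 and 0.0398). Without cKO replicates 1, 2 or 3 the call of the second list ended (adjusted p = 0.184, 0.307 and 0.223), as genes absent from the controls then reach the minimum of 0.5 FPKM in too few libraries to be tested, and the X-linked families could not be tested. The study discusses germline genes for sister libraries and lists Rhox5, Xlr3b, Pet2 and other such genes as higher at P5, so this theme is not independent evidence. Copies within the Rhox, Xlr and Mage families are near-identical and multi-mapped reads were removed, so their single values are uncertain.

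Interferon-induced genes and the genes of antigen presentation were higher in the cKO cortex. Of 30 measured interferon response genes, 19 were higher, 0 lower and 11 not called (22 higher adjusted over the list alone), with a median log2 fold change of 1.01, or 0.76 with TPM. Without the minimum, which the other 17 members in the table did not reach, 24 of 47 were higher, 0 lower and 23 not called. Oas2, a sensor of double-stranded RNA, rose from 0.0109 ± 0.00226 to 0.956 ± 0.174 FPKM. Ifi27 rose from 4.70 ± 0.888 to 17.5 ± 2.27 FPKM, Ifitm3 from 2.79 ± 0.544 to 8.61 ± 0.333 FPKM and the galectin gene Lgals9 from 0.554 ± 0.132 to 3.49 ± 0.838 FPKM. Of 16 antigen presentation genes, 12 were higher, 0 lower and 4 not called (14 higher adjusted over the list alone), with a median of 1.24. The members with the smallest p were Cd74, the invariant chain (0.189 ± 0.0320 to 2.56 ± 0.376 FPKM), and the class II genes H2-Aa (0.130 ± 0.0189 to 1.49 ± 0.220 FPKM) and H2-Ab1 (0.458 ± 0.124 to 2.83 ± 0.631 FPKM), beside the class I gene H2-Q4 (0.335 ± 0.0177 to 1.61 ± 0.367 FPKM). The interferon list was higher by camera (adjusted p = 6.4e-16), with adjusted p = 0.0398 with an estimated correlation. The antigen presentation list was higher by camera at the preset correlation (adjusted p = 2.51e-14), with adjusted p = 0.0574 with an estimated correlation. Both lists were also called higher by fry (adjusted p = 0.000713 for each). The study reports interferon signalling for these libraries, so that list is not independent evidence. The antigen presentation list holds Cd74 and H2-Ab1, which the study gives as higher at P5, so it is not independent evidence either.

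Markers of microglia and macrophages, the resident immune cells, were higher in part. Of 33 measured markers, 13 were higher, 0 lower and 20 not called (19 higher adjusted over the list alone), with a median log2 fold change of 0.71. With TPM, 8 were higher and 1 lower, with a median of 0.43. Without the minimum, which the other 7 members in the table did not reach, 11 of 40 were higher, 0 lower and 29 not called. Ly86 rose from 3.02 ± 0.464 to 9.79 ± 1.36 FPKM, Tyrobp, a signalling adaptor, from 7.77 ± 0.200 to 14.4 ± 1.80 FPKM and Apoc1 from 0.542 ± 0.0907 to 3.77 ± 0.724 FPKM. Arhgap30 rose from 0.302 ± 0.0110 to 1.88 ± 0.790 FPKM. The list was higher by camera (adjusted p = 2.52e-10), with adjusted p = 0.0892 with an estimated correlation. It holds Apoc1, Trem2, Spp1, Gpnmb and further genes that the study gives as higher at P5, so it is not independent evidence.

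**Figure D2:**
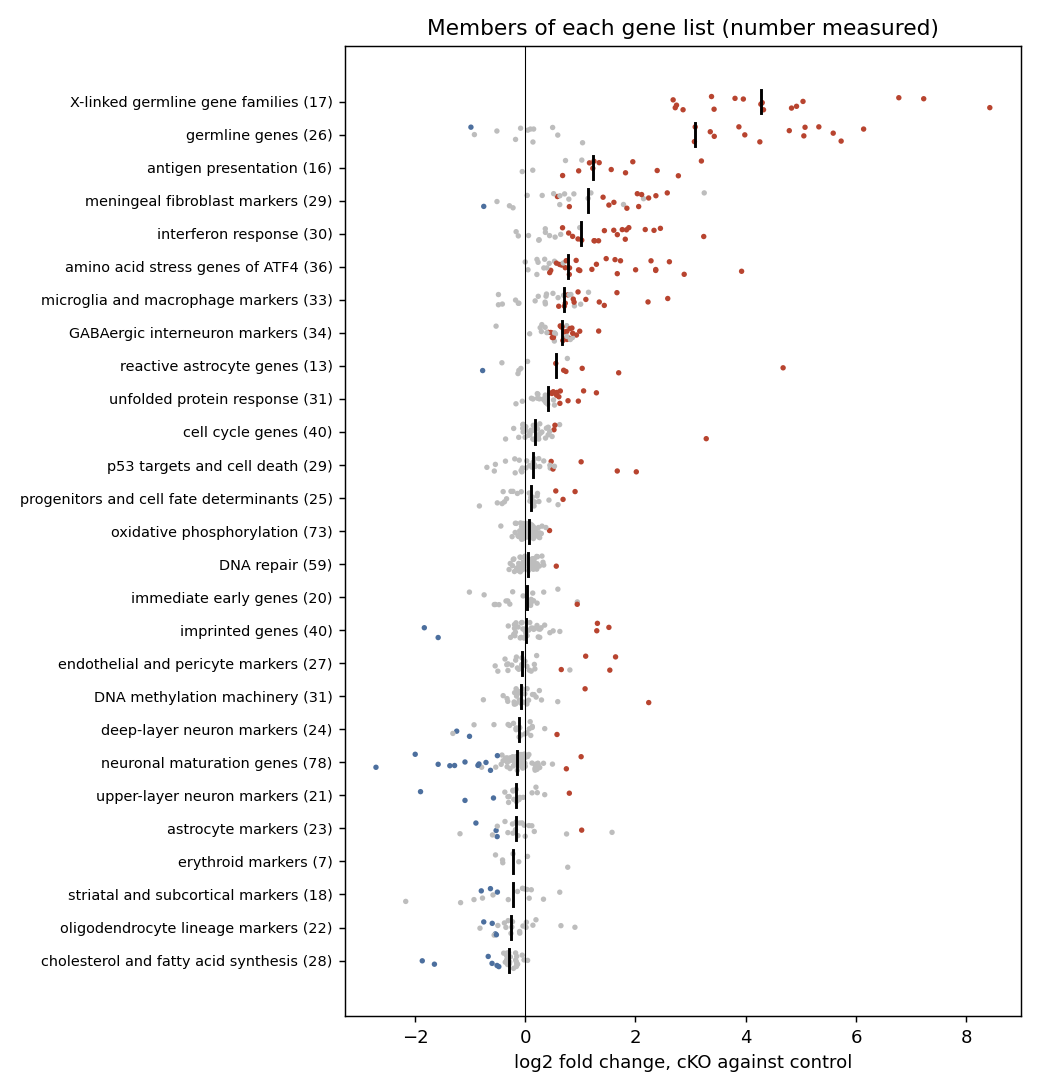
log2 fold changes of the measured members of each gene list, cKO against control, with the number of measured members in brackets. Each point is a gene, red where called higher, blue where called lower and grey where not called, and the black bar marks the median, which was 4.27 for the X-linked germline families and -0.29 for cholesterol and fatty acid synthesis.

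Genes of the stress responses to unfolded proteins and to amino acid shortage were higher in cKO. Of 36 measured amino acid stress genes, targets of the transcription factor Atf4, 25 were higher, 0 lower and 11 not called (31 higher adjusted over the list alone), with a median log2 fold change of 0.77. Eif4ebp1, an inhibitor of translation initiation, rose from 3.82 ± 0.368 to 24.2 ± 5.34 FPKM and Slc7a3, a cationic amino acid transporter, from 3.90 ± 0.663 to 29.7 ± 7.15 FPKM. Mthfd2, a mitochondrial folate enzyme, rose from 9.05 ± 1.05 to 30.4 ± 5.37 FPKM, and the secreted stress factor Gdf15 from 0.0389 ± 0.0345 to 1.99 ± 0.433 FPKM. Of 31 unfolded protein response genes, 13 were higher, 0 lower and 18 not called (22 higher adjusted over the list alone), with a median of 0.41. Ddit3, a transcription factor of prolonged endoplasmic reticulum stress, rose from 8.16 ± 0.831 to 20.6 ± 5.55 FPKM, Herpud1 from 23 ± 0.976 to 45.1 ± 4.32 FPKM and Sdf2l1 from 6.10 ± 0.429 to 12.9 ± 2.38 FPKM. The amino acid stress list was higher by camera (adjusted p = 9.84e-26), with adjusted p = 0.0892 with an estimated correlation, and the unfolded protein list by both (adjusted p = 6.78e-14, and adjusted p = 0.0398 with an estimated correlation). With TPM, 3 unfolded protein genes and 15 amino acid stress genes were called higher, with medians of 0.12 and 0.48. The study reports the unfolded protein response for these libraries, so that list is not independent evidence. Nor is the amino acid stress list, which holds Eif4ebp1, Slc7a3, Mthfd2 and further genes that the study gives as higher at P5.

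Few p53 targets and cell death genes were called. Among these, 5 of 29 were higher, 0 lower and 24 not called (7 higher and 1 lower adjusted over the list alone). Eda2r, a death-domain-free receptor of the TNF family, rose from 0.447 ± 0.0854 to 2.11 ± 0.296 FPKM, Sesn2 from 2.02 ± 0.133 to 7.06 ± 3.02 FPKM and Ngfr, the low-affinity neurotrophin receptor, from 1.08 ± 0.125 to 2.27 ± 0.149 FPKM. Sesn2 is also a member of the amino acid stress list. Eda2r, Sesn2, Ngfr and Trp53inp1 are among the genes the study gives as higher at P5, so the p53 list is not independent evidence. The median was 0.15, or -0.15 with TPM, and the list missed the threshold (camera, adjusted p = 0.0512, and adjusted p = 0.485 with an estimated correlation), though it passed under several other settings, among them without control replicate 1 (adjusted p = 0.0292) or cKO replicate 2 (adjusted p = 0.0126), in a range of 0.0126 to 0.485 over all settings.

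Genes of mature neurons were lower in part. Of 78 measured neuronal maturation genes, 2 were higher, 11 lower and 65 not called (3 higher and 11 lower adjusted over the list alone), with a median log2 fold change of -0.15. Nefl and Nefm, given above, led the decreases, and Itpka, a kinase of dendritic spines, fell from 15.5 ± 1.51 to 5.99 ± 0.910 FPKM. The potassium channel gene Kcnh1 went the other way, from 7.65 ± 0.353 to 15.6 ± 1.64 FPKM. Of 21 upper-layer markers, 1 was higher and 3 lower, and of 24 deep-layer markers, 1 was higher and 2 lower (2 and 3, and 1 and 4, adjusted over the list alone), with medians of -0.16 and -0.11. With TPM, 1 maturation gene was higher and 19 were lower (median -0.44), and 0 upper-layer and 0 deep-layer markers were higher and 6 of each lower (medians -0.45 and -0.40). Lmo4, a LIM-domain regulator, fell from 164 ± 20.8 to 77.8 ± 18.5 FPKM, Cartpt, a neuropeptide precursor, from 2.17 ± 0.658 to 0.514 ± 0.194 FPKM and Crym, a thyroid hormone binding protein, from 70.2 ± 19.8 to 29.0 ± 2.88 FPKM. By camera the 3 lists were lower (adjusted p = 0.000112 for maturation, 0.0197 for upper-layer and 0.0469 for deep-layer genes). Their calls were lost with an estimated correlation, with adjusted p = 0.426, adjusted p = 0.312 and adjusted p = 0.404 with an estimated correlation. The deep-layer call ended without control replicate 3 (adjusted p = 0.160) or cKO replicate 2 (adjusted p = 0.285), and the upper-layer call without control replicate 2 (adjusted p = 0.0729) or cKO replicate 1 (adjusted p = 0.0973). The deep-layer call also ended with a mean of at least 1 FPKM (adjusted p = 0.0814), quantile normalization (0.0829), median-ratio size factors (0.05001), no trend (0.0621) and the sex covariate (0.121), and the upper-layer call with quantile normalization (adjusted p = 0.0504). The study reports lower neuronal genes for these libraries, so the maturation list is not independent evidence.

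Markers of GABAergic interneurons, which enter the cortex from the ventral telencephalon, were higher. Of 34 measured markers, 19 were higher, 0 lower and 15 not called (27 higher and 1 lower adjusted over the list alone), with a median log2 fold change of 0.66. The transcription factor genes Lhx6 (13.7 ± 0.628 to 24.3 ± 2.88 FPKM), Maf (8.85 ± 0.678 to 14.6 ± 1.07 FPKM) and Dlx1 (15.5 ± 0.428 to 24.2 ± 1.97 FPKM) were among those with the smallest p. The list was higher by camera (adjusted p = 1.47e-16, and adjusted p = 0.0231 with an estimated correlation). With TPM, 1 marker was called higher and 1 lower, and the calls of these 3 genes were lost, while the median stayed positive at 0.37. The list holds Gad1, Gad2, Dlx2, Lhx6 and further genes that the study gives as higher at P5, so it is not independent evidence.

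**Figure D3:**
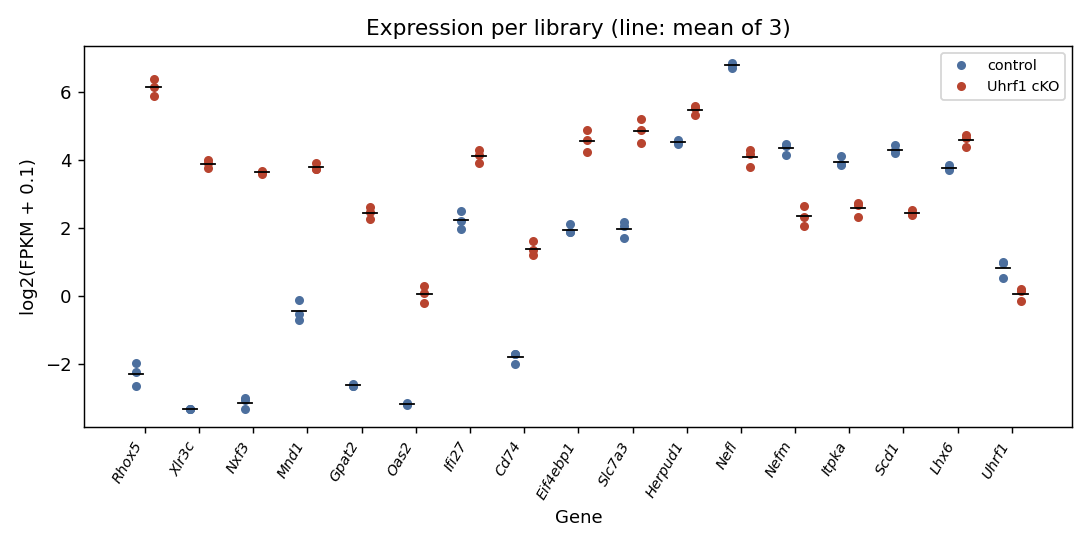
log2(FPKM + 0.1) of 17 genes in each control (blue) and cKO (red) library, with a line at the mean of 3 libraries. Rhox5 and the other germline, interferon and stress genes lie higher in every cKO library, Nefl, Nefm, Itpka and Scd1 lower, and Uhrf1 lower without passing the test across all genes.

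Genes of progenitors and the cell cycle changed little. Of 25 progenitor and cell fate genes, 3 were higher, 0 lower and 22 not called (4 higher adjusted over the list alone), and the list was not called (camera, adjusted p = 0.398), with a median of 0.10, or -0.18 with TPM, where 1 gene was higher and 4 lower. The 3 were Hopx (12.5 ± 1.09 to 23.4 ± 1.65 FPKM), a gene of radial glia and astrocytes, Id1 (18.02 ± 1.34 to 29.1 ± 2.65 FPKM), a target of BMP signalling, and Vim (38.5 ± 3.91 to 56.5 ± 4.92 FPKM), an intermediate filament of glia. Of 40 cell cycle genes, 3 were higher, 0 lower and 37 not called, also when adjusted over the list alone. They were the replication helicase genes Mcm2 (4.81 ± 0.469 to 7.02 ± 0.222 FPKM) and Mcm7 (4.66 ± 0.213 to 6.76 ± 0.738 FPKM) and the kinetochore gene Kntc1, which rose from 1.13 ± 0.147 to 11.9 ± 0.462 FPKM (log2 fold change 3.28, SE 0.14). With TPM 1 was higher and 1 lower. The study gives Kntc1 as higher at P5, so that member is not independent evidence. The calls of Vim, Mcm2 and Mcm7 ended under 6, 7 and 9 of 16 alternatives, TPM and the sex covariate among them. Without control replicates 1 or 3 or cKO replicates 1 or 3, Vim had an adjusted p of 0.0733, 0.0774, 0.0736 and 0.0823, Mcm2 of 0.0587, 0.118, 0.101 and 0.101, and Mcm7 of 0.0819, 0.139, 0.143 and 0.136, and without control replicate 2 Mcm2 had 0.0673 and Mcm7 0.115. Id1 lost its call with TPM alone (adjusted p = 0.123). The cell cycle list was higher by camera (adjusted p = 0.00138) but not with an estimated correlation (adjusted p = 0.568 with an estimated correlation), and its median of 0.17 became -0.10 with TPM. With the meningeal marker level as a covariate, chosen after the data were seen, that call also ended (adjusted p = 0.649). As this marker level follows the genotype, the loss does not show its cause.

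Astrocyte and reactive astrocyte genes were called in both directions, and the oligodendrocyte lineage and striatal markers that were called were lower. Of 23 astrocyte markers, 1 was higher and 3 lower (1 and 5 adjusted over the list alone), with S100b up from 4.26 ± 0.289 to 8.76 ± 0.449 FPKM and the gap junction gene Gja1 down from 23.9 ± 2.67 to 12.8 ± 1.40 FPKM. Of 22 oligodendrocyte lineage markers, 0 were higher and 4 lower (5 lower adjusted over the list alone), among them Pdgfra, the receptor of oligodendrocyte precursors (32.1 ± 0.548 to 19.07 ± 2.12 FPKM). Of 13 reactive astrocyte genes, 6 were higher and 1 lower (7 and 1 adjusted over the list alone), led by the chemokine gene Cxcl10, which interferon induces (0.0123 ± 0.0213 to 2.89 ± 1.15 FPKM). Of 18 striatal and subcortical markers, 0 were higher and 3 lower (6 lower adjusted over the list alone), among them Meis2 (23.8 ± 2.78 to 15.3 ± 1.17 FPKM). With TPM, 8 astrocyte, 8 oligodendrocyte lineage and 6 striatal markers were lower, and 2 reactive astrocyte genes were higher. By camera the astrocyte (adjusted p = 0.0189), oligodendrocyte (0.00796) and striatal lists (0.0197) were lower and the reactive astrocyte list was higher (0.0144). All 4 calls were lost with an estimated correlation, with adjusted p = 0.568, 0.426, 0.568 and 0.505 with an estimated correlation. Without control replicate 3 the first 3 calls ended (adjusted p = 0.241, 0.109 and 0.712), without cKO replicate 2 the astrocyte and striatal calls (0.0604 and 0.0803), and without cKO replicates 1 or 3 the reactive astrocyte call (0.206 and 0.524). The astrocyte call also ended with TPM (adjusted p = 0.0506), the striatal call with the sex covariate (adjusted p = 0.0688) and the reactive astrocyte call with the meningeal covariate, chosen after the data were seen (adjusted p = 0.0914). The meningeal marker level follows the genotype, so that last loss does not show its cause. The call of Meis2 ended without control replicates 1 or 3 or cKO replicate 1 (adjusted p = 0.0530, 0.0654 and 0.0516).

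Of 29 meningeal fibroblast markers, 12 were higher, 1 lower and 16 not called (20 higher and 1 lower adjusted over the list alone), with a median log2 fold change of 1.14. Without the minimum, which the other 6 members in the table did not reach, 6 of 35 were higher, 1 lower and 28 not called. Mfap5 rose from 0.334 ± 0.0474 to 2.23 ± 0.824 FPKM and the collagen gene Col6a3 from 0.714 ± 0.0890 to 3.77 ± 2.23 FPKM. Pdgfra, also listed here, was the member that fell. The list was higher by camera (adjusted p = 3.84e-09), with adjusted p = 0.262 with an estimated correlation. With the mean level of these markers as a covariate, chosen after the data were seen, 106 genes were higher and 7 lower. This level did not overlap between the genotypes, so the loss of calls cannot be assigned to meningeal tissue. Of 27 endothelial and pericyte markers, 4 were higher and 0 lower, also when adjusted over the list alone, among them the pericyte gene Foxs1 (0.965 ± 0.0906 to 3.24 ± 0.546 FPKM) and the smooth muscle gene Tagln (0.907 ± 0.397 to 2.71 ± 0.567 FPKM). That list was not called (adjusted p = 0.930), and its median (-0.06) lay on the other side of 0 from its mean (0.11) and its test. With TPM, 2 of its members were higher and 5 lower.

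Enzymes of cholesterol and fatty acid synthesis were lower. Of 28 measured genes, 0 were higher, 6 lower and 22 not called (7 lower adjusted over the list alone), with a median log2 fold change of -0.29. With TPM, 16 were lower, with a median of -0.58. Scd1, a stearoyl-CoA desaturase, fell from 19.9 ± 1.57 to 5.37 ± 0.294 FPKM. Hmgcs1, an early enzyme of the mevalonate pathway, fell from 432 ± 20.9 to 285 ± 18.8 FPKM and Nsdhl from 25.1 ± 3.03 to 15.8 ± 2.46 FPKM. The call of Hmgcs1 ended without control replicates 1 or 3 or cKO replicates 1 or 2 (adjusted p = 0.0517, 0.0770, 0.0536 and 0.0504), and that of Nsdhl without control replicates 2 or 3 or cKO replicates 2 or 3 (adjusted p = 0.0660, 0.0926, 0.0508 and 0.0949). The list was lower by camera (adjusted p = 5.15e-09, and adjusted p = 0.0231 with an estimated correlation).

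Most genes of the DNA methylation machinery were not called. Of 31 measured, 2 were higher and 0 lower (2 and 1 adjusted over the list alone). Suv39h2, a histone H3 lysine methyltransferase, rose from 2.51 ± 0.220 to 12.2 ± 1.21 FPKM and Apobec1, a cytidine deaminase, from 0.750 ± 0.0926 to 1.71 ± 0.255 FPKM, a call that ended without cKO replicate 3 (adjusted p = 0.0601). The list was not called (camera, adjusted p = 0.673), and its median (-0.07) and camera lay below 0 while its mean (0.05) and fry lay above. Of 40 imprinted genes, 3 were higher and 2 lower (5 and 2 adjusted over the list alone), and the list was not called (adjusted p = 0.486), with a median of 0.01, or -0.28 with TPM and -0.02 after quantile normalization. The growth factor gene Igf2, which is also a meningeal marker, rose from 2.90 ± 0.913 to 8.37 ± 1.89 FPKM and the linked noncoding RNA H19 from 2.47 ± 0.756 to 6.25 ± 1.59 FPKM, beside the higher meningeal markers described above. The call of H19 ended without control replicate 3 or cKO replicate 1 (adjusted p = 0.0540 and 0.0512). Zdbf2 fell from 2.68 ± 0.552 to 0.710 ± 0.324 FPKM and Rasgrf1 from 3.73 ± 0.711 to 1.23 ± 0.505 FPKM.

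Oxidative phosphorylation and DNA repair, both discussed by the study for sister libraries and so not independent evidence, were not called (camera, adjusted p = 0.228 and adjusted p = 0.325). Of 73 oxidative phosphorylation genes, 1 was higher, Ndufa13 (67.2 ± 1.58 to 91.6 ± 10.6 FPKM), and of 59 DNA repair genes, 1 was higher, Fancd2 (1.99 ± 0.127 to 2.99 ± 0.165 FPKM), with 0 called in either list when adjusted over the list alone. The medians were 0.06 for both lists, or -0.23 for both with TPM. Without cKO replicate 3 the oxidative phosphorylation list was higher (adjusted p = 0.00671). Among 20 immediate early genes 1 was higher, Fos (0.956 ± 0.0425 to 2.0 ± 0.668 FPKM), and 0 were lower (2 and 2 adjusted over the list alone), and the list was not called (adjusted p = 0.673), with a median of 0.03 and a mean of -0.05, and the median was -0.26 with TPM and -0.01 after quantile normalization. With TPM 0 were higher and 4 lower, and after quantile normalization 0 and 2. The calls of Fos, Ndufa13 and Fancd2 were weak, and ended under 10, 10 and 11 of 16 alternatives. Without control replicates 1, 2 or 3 or cKO replicates 1 or 2, Fos had an adjusted p of 0.112, 0.0901, 0.128, 0.131 and 0.0640, Ndufa13 of 0.116, 0.111, 0.162, 0.130 and 0.102, and Fancd2 of 0.106, 0.103, 0.158, 0.145 and 0.0937, and without cKO replicate 3 Fancd2 of 0.101. None of 7 erythroid markers was called (adjusted p = 0.486 for the list), nor either of the 2 measured choroid plexus markers, Sostdc1 (1.99 ± 0.256 and 1.21 ± 0.164 FPKM) and Enpp2 (13.3 ± 2.32 and 11.6 ± 1.10 FPKM), of which Sostdc1 was lower adjusted over the list alone. Mitochondrially encoded genes were not measured (0 genes). In all, 18 of 28 lists tested were called by camera, 11 higher and 7 lower, of which 6 held with an estimated correlation, while fry, which tests whether a list moves on balance in a direction, called 11. On splits of the libraries that mix the genotypes, camera at the preset correlation called 6 to 16 lists. Each such split keeps part of the genotype difference, so these counts cannot show how often camera calls unchanged lists. Estimated correlations reached 0.40 in the striatal list, above the preset 0.01, so the p-values at that setting should not be taken at face value.

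The study's own thresholds, an unadjusted p below 0.05 and a fold above 2, were then applied to the 19052 genes with a value above 0 in any library. They took 616 higher and 245 lower genes, with p from limma on FPKM in place of Cuffdiff on reads. Of the higher genes, 291 were derepressed, with a mean below 0.1 FPKM in control and above it in cKO, and 325 were not. An adjusted p below 0.05 held for 438 higher genes, 219 of them derepressed, and for 140 lower genes. A mean of at least 1 FPKM in cKO was reached by 82 derepressed genes. Without the genes listed at 0 in every library of a group, an alternative chosen after the data were seen, 169 genes were derepressed. With a pseudocount of 1 in place of 0.1 the counts were 196 higher, 74 derepressed and 42 lower, and among genes with a mean of at least 1 FPKM they were 241, 51 and 104. With a pseudocount of 0.01 they were 870, 366 and 451, and with the ratio of mean FPKM in place of the fitted difference 893, 381 and 448. With TPM, 628 genes were lower.

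The sex-linked genes differed between libraries within both groups. Xist, the RNA of the inactive X chromosome, was at 67.8, 0.00449 and 34.8 FPKM in control replicates 1 to 3 and at 2.11, 2.41 and 72.6 FPKM in cKO replicates 1 to 3. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty summed to 61.8 FPKM in control replicate 2 and to 68.1 and 59.1 FPKM in cKO replicates 1 and 2, against 0.0189 FPKM or less elsewhere. A single control library was thus Y-positive, against 2 cKO libraries. None of the 5 sex-linked genes tested was called, nor their list (adjusted p = 0.377), which was higher with TPM (adjusted p = 0.00237) or without cKO replicate 3 (adjusted p = 0.0403). With the split into Y-positive and Y-negative libraries as a covariate, 442 genes were higher and 236 lower. Uba1y was at 11.7 and 14.4 FPKM in cKO replicates 1 and 2, at 0.118 FPKM in control replicate 2 and listed at 0 elsewhere, and Usp9y was at 0.595 and 1.01 FPKM in the same cKO libraries and listed at 0 elsewhere. Tsix lay between 0.0425 and 0.0791 FPKM, and Zfy1, Zfy2 and Sry did not exceed 0.0483 FPKM in any library.

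**Figure D4:**
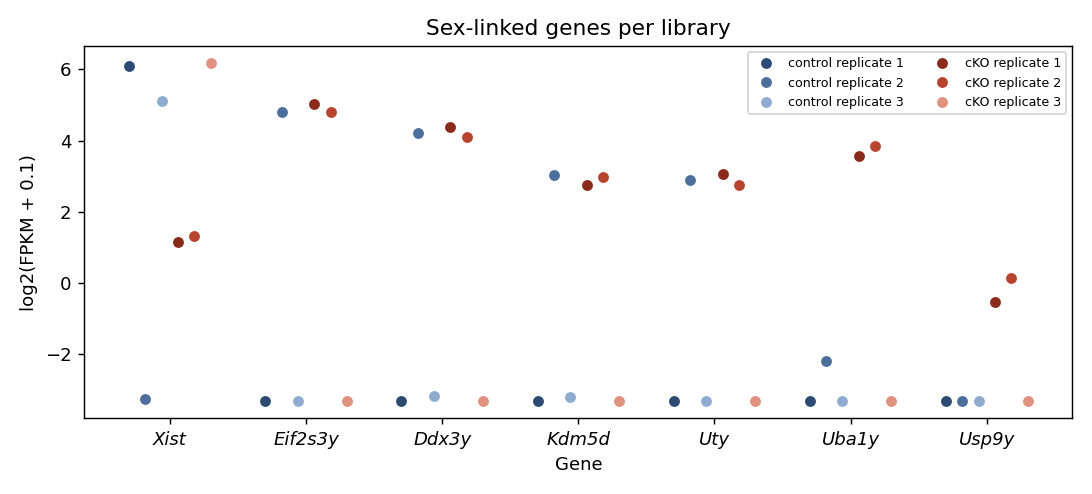
log2(FPKM + 0.1) of Xist and 6 Y-linked genes in each of the 3 control (blue shades) and 3 cKO libraries (red shades). Control replicate 2 and cKO replicates 1 and 2 carry Y-linked transcripts, and Uba1y and Usp9y lie higher in those cKO libraries than in control replicate 2.

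Families seen among the changed genes were counted after the calls were known, as a description. Of 21 measured genes of the protocadherin beta cluster (chromosome 18, 37294840 to 37521419), which encode neuronal cell adhesion proteins, 16 were higher and 0 lower, with a median log2 fold change of 0.86, or 0.58 and 10 higher with TPM. Pcdhb11, chosen after its values were seen, rose from 4.80 ± 0.515 to 19.7 ± 0.678 FPKM. In the neighbouring alpha cluster 5 of 15 genes were higher and 0 lower, with a median of 0.04 that became -0.24 with TPM, and in the gamma cluster 3 of 22 were higher and 2 lower. These genes are alike in sequence and those of the alpha and gamma clusters share exons, so their single values are uncertain.

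**Figure D5:**
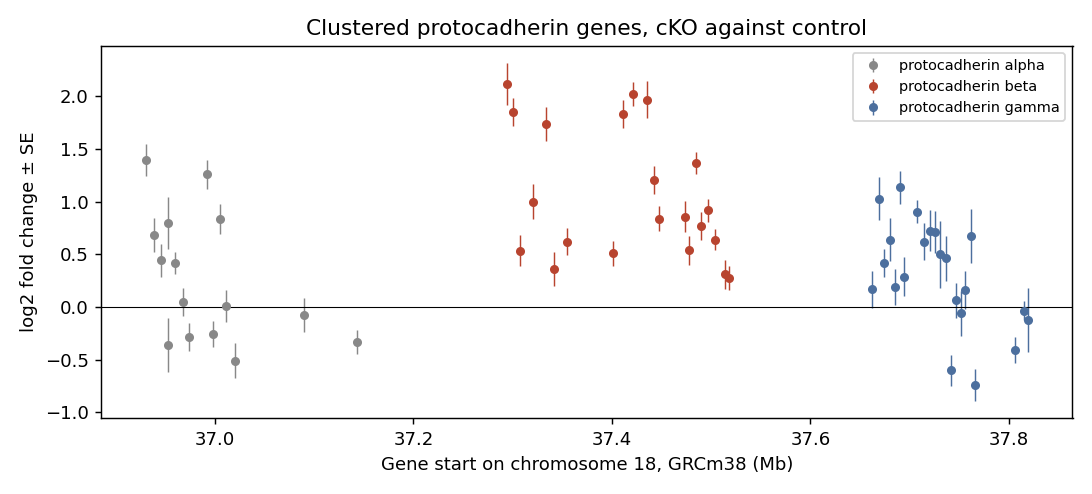
log2 fold change, cKO against control, of protocadherin genes of chromosome 18 against the start of each gene, with error bars of 1 SE. In the beta cluster 16 of 21 genes were called higher, with a median of 0.86 (0.58 with TPM).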

Values the study reported

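At P5, the study reported 139 genes with higher and 40 with lower expression in the Uhrf1 cKO cortex. Of the higher genes, it described 96 as increased and 43 as derepressed. At E16 it reported 89 higher and 20 lower genes.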

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

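The alternatives that removed genes listed at 0 and used the meningeal marker level as a covariate were chosen after the data were seen. Of 123 named genes beside Uhrf1, 103 were called. Of these, 77 kept their direction and call under every alternative chosen beforehand that uses all libraries and 69 under every alternative chosen beforehand that tested them, of which 43 were tested under all 16. The cause of the changes below was not tested, except where stated.

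Rescaled to TPM, 1726 genes changed, 353 higher and 1373 lower, and 693 of them were among the 973. Lower genes at the study's thresholds numbered 628. Ndufb11, not called, went to a log2 fold change of -0.028, the 1 named gene that reversed. With the sex covariate 236 genes were lower. With the meningeal covariate 113 genes changed, 106 higher and 7 lower, of which 111 were among the 973. That covariate follows the genotype, so the loss of calls does not show its cause. Camera with an estimated correlation called 6 lists and fry 11, against 18.

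Uhrf1 passed the threshold after quantile normalization (-0.86, adjusted p = 0.0359), with TPM (-1.06, adjusted p = 0.00742) and without the trend (-0.76, adjusted p = 0.0367), in a range of adjusted p from 0.00742 to 0.210.

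At the study's thresholds, a pseudocount of 0.01 gave 1321 genes, 451 of them lower. A pseudocount of 1 gave 238 genes, 196 higher (74 derepressed) and 42 lower. A mean of at least 1 FPKM gave 345 genes, 241 higher (51 derepressed) and 104 lower, as fewer genes are tested. The ratio of mean FPKM gave 1341 genes, 448 lower. Without genes listed at 0 in every library of a group, 169 were derepressed, as such genes are removed.

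Leaving out each library in turn gave 443 (without cKO replicate 1) to 780 (without cKO replicate 2) changed genes, 250 to 446 higher and 152 to 399 lower. The thresholds of the study gave 832 to 933 genes, 585 to 651 higher, 266 to 301 derepressed and 215 to 314 lower. Lists called numbered 14 to 19, and Uhrf1 lay between -0.91 and -0.65. Without a cKO library, 13442 to 13454 genes were tested in place of 13704, since genes absent from the controls no longer reach the minimum in 3 libraries.

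No paired analysis was possible because the labels share no replicate numbers between genotypes and the numbers given here only name the libraries, so a replicate block was not run. Camera has no robust variance option, so that alternative was not run for lists. As the depth is unknown, what it limits could not be stated.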

Other observations

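Every test given here was chosen after the result was seen, except the 3 counts over other splits of the libraries.

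Among tested genes on the X chromosome, 48 of 524 were higher (9.16%, against 4.32% elsewhere, Fisher's exact test, adjusted p = 5.28e-05), and on chromosome 18, 37 of 402 (9.2% against 4.36%, adjusted p = 0.000395). Without the listed families, 32 of 508 X-linked genes were higher (6.3% against 4.31%, Fisher's exact p = 0.0358). Without the 58 genes of the protocadherin clusters, 24 of them higher, 13 of 344 genes on chromosome 18 were higher (3.78% against 4.36%, Fisher's exact p = 0.689), so the excess there lay in the clusters. These tests run across genes, which are not independent. Genes silent in control pass the minimum only through their cKO values, which favours a call as higher, so the X chromosome shares carry that limit. Of 69 cytosolic ribosomal protein genes 23 were higher and 0 lower, with a median log2 fold change of 0.60, or 0.30 and 10 higher with TPM. Their pseudogenes share reads with them, so the values are uncertain.

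At the study's thresholds, 616 genes were higher, 291 of them derepressed, and 245 were lower (196, 74 and 42 with a pseudocount of 1). Each of these counts is larger than the one the study gives, and those with the larger pseudocount lie closer to it. The counts with a pseudocount of 0.01 (870, 366 and 451) or the ratio of mean FPKM (893, 381 and 448) lie further away. The study describes its P5 counts as those of coding genes, whereas the counts here also cover noncoding RNAs.

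The 6 libraries make 10 splits, too few for a share under 0.05. The real split gave 973 changed genes and the highest other 4, 861 genes at the study's thresholds and the highest other 126, and 18 lists and the highest other 16. In each case 1 split, the real one, gave as large a result. Camera's preset correlation called 6 to 16 lists on the other splits. These splits keep part of the genotype difference, so their counts do not show what unchanged lists would give.

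Interneuron markers were higher by 0.60 on average (SE 0.042). A lower share of Emx1-lineage cells would raise markers of endothelial cells and pericytes, also outside that lineage, by as much, but interneuron markers exceeded their mean of 0.11 (median -0.06, members from -0.54 to 1.64) by 0.49 (SE 0.029). Microglia and meningeal markers rose by 0.68 and 1.15 on average, which goes with a lower share. The interneuron and microglia lists hold genes that the study gives as higher at P5, which favours a higher mean. The endothelial and pericyte list holds no such genes, so the excess cannot decide whether a lower share was the cause. More subcortical tissue in the cKO dissections would raise striatal markers, which interneuron markers exceeded by 0.99 (SE 0.31), an excess with the same limit. The striatal markers themselves changed by -0.38 on average (SE 0.29). A change in the interneurons themselves may explain the rise and stays open, as does a lower share of Emx1-lineage cells, alone or together with fewer vascular cells. The latter was not tested.

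Celf2, Rock1 and Ss18 were listed at 0 in every control library, which may be a failed estimate of the whole locus. The 1 gene of the table within their spans, 5031426D15Rik in Celf2, was also listed at 0 in the controls and at 3.87, 6.69 and 7.39 FPKM in cKO, so that 0 such genes were above 0 in a control library. Zeros that come and go within a group were counted at 36 genes, over the bound of 10 set for that test, and 28 small RNAs and 5 Y-linked genes were then left out, which leaves 3 (Gm1821, Gm5643 and Wfdc9). Both explanations stay open, as does induction in cKO, and no biological explanation was tested.

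Xist stood at 3.61% and 4.13% of its mean Y-negative level in the Y-positive cKO replicates 1 and 2. Carry-over between libraries would bring Y-linked RNA into Y-negative libraries at a like percent, and the highest was 0.109%. Lower X-linked expression beside Xist stays open: X-linked minus autosomal median log2 changes were 0.0782 and 0.0157 against the single Y-positive control, but silencing in that share of cells would change X-linked genes by only -0.053 and -0.0609, under the bound of 0.1 set for the test. Xist from the X chromosome of some Y-positive cells may explain its level and stays open, as does a mixture of tissue of both sexes, which was not tested.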
